# Chronic cortisol exposure in early development leads to neuroendocrine dysregulation in adulthood

**DOI:** 10.1186/s13104-020-05208-w

**Published:** 2020-08-03

**Authors:** Ellen I. Hartig, Shusen Zhu, Benjamin L. King, James A. Coffman

**Keywords:** Glucocorticoids, Cortisol, Early life stress, Developmental programming, Epigenetic

## Abstract

**Objective:**

Chronic early life stress can affect development of the neuroendocrine stress system, leading to its persistent dysregulation and consequently increased disease risk in adulthood. One contributing factor is thought to be epigenetic programming in response to chronic cortisol exposure during early development. We have previously shown that zebrafish embryos treated chronically with cortisol develop into adults with constitutively elevated whole-body cortisol and aberrant immune gene expression. Here we further characterize that phenotype by assessing persistent effects of the treatment on cortisol tissue distribution and dynamics, chromatin accessibility, and activities of glucocorticoid-responsive regulatory genes *klf9* and *fkbp5*. To that end cortisol levels in different tissues of fed and fasted adults were measured using ELISA, open chromatin in adult blood cells was mapped using ATAC-seq, and gene activity in adult blood and brain cells was measured using qRT-PCR.

**Results:**

Adults derived from cortisol-treated embryos have elevated whole-body cortisol with aberrantly regulated tissue distribution and dynamics that correlate with differential activity of *klf9* and *fkbp5* in blood and brain.

## Introduction

Epidemiological studies have shown that early life stress (ELS) can increase later life risk of developing a variety of physical and mental health problems, many of which are linked to chronic inflammation [1–3]. This long-term ‘developmental programming’ has been hypothesized to in part be an epigenetic effect of chronic exposure to elevated cortisol levels [4, 5]. Consistent with this, chronic glucocorticoid (GC) exposure, such as occurs with chronic stress, genetic diseases such as Cushing’s syndrome, or with extended GC therapy, promotes development of metabolic and inflammatory disease [6]. Developmental programming in response to ELS can be adaptive to the extent that it tunes the responsiveness of the stress system to the stressfulness of the environment, but can be maladaptive when there is a mismatch between the adult environment and that which was encountered during earlier development [1, 7]. The cost of such programming can be an increased allostatic load that promotes unhealthy aging [8].

Zebrafish are emerging as an excellent model system for experimental studies of stress-induced developmental programming [9–18]. We recently showed that zebrafish embryos treated chronically with 1 μM cortisol develop into adults that maintain elevated whole body cortisol levels and aberrantly express pro-inflammatory genes, with higher basal expression levels in peripheral tissues but a blunted response to tailfin injury or lipopolysaccharide injection [13], indicating that the treatment has long-term effects on the neuroendocrine stress axis and GC-regulated gene expression. Those results are extended by the experiments reported here.

## Main text

### Results

#### Adults derived from cortisol-treated embryos display aberrant cortisol tissue distribution and dynamics

Zebrafish embryos were treated with cortisol or vehicle as described previously [13], then raised to adulthood (5 + months), at which time cortisol levels in different tissues were measured in fish that had recently been fed or that had been fasted for 24 h (Fig. 1a, b). As we observed previously [13], the fish in the cortisol treated group had higher whole-body cortisol levels than their untreated siblings, which in fed fish correlated with higher levels in kidney (which when dissected out likely contains the cortisol-producing interrenal gland) and blood (Fig. 1b). However, in fish that had been fasted for 24 h, cortisol levels were lower in blood of the cortisol-treated group compared to controls, but higher in the brain, skin and gut (Fig. 1b). Plotting of the ratios of cortisol levels in fed and fasted fish reveals that while 24 h of fasting did not affect brain cortisol levels in control fish, it caused brain cortisol levels to quadruple in the treated fish (Fig. 1b, right panel). A three-way ANOVA (Additional file 1) showed significant variance in cortisol levels across different tissues is (p = 0.005), as well as a significant interaction effect for tissue type and fed state (p = 0.035). Post-hoc two-way ANOVA indicated that fed state significantly affected cortisol levels in kidney, blood, brain, and muscle (Additional file 1).

**Fig. 1:**
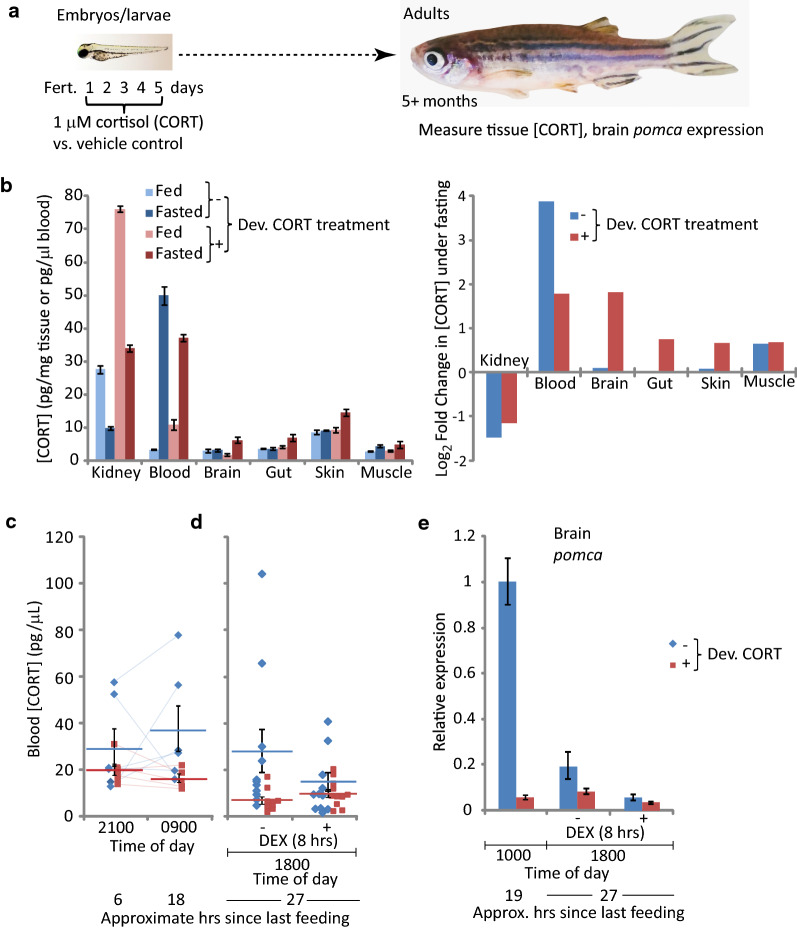
Embryos treated chronically with cortisol develop into adults with aberrant cortisol levels, tissue distribution, and dynamics. **a** Schematic of experimental design; **b** Cortisol levels in different tissues of fed and fasted (24 h) fish (left panel) and the inferred change in those levels induced by fasting (right panel). Each measurement was taken from pooled tissues of 6 fish, with equal numbers of males and females. Error bars are the standard deviations of technical replicates. **c** Cortisol levels in blood draws from single fish at night and the following morning, with the amount of time since the last feeding indicated. Thin lines between data points indicate repeat measurements from the same fish. Averages ± standard errors of the mean (SEM) are also shown. **d** Fasting cortisol levels in blood of individual fish (data points) following 8 h exposure to 1 μM dexamethasone (DEX) or vehicle. The averages ± SEM for each group are also indicated. The fact that the levels are somewhat lower than those shown in (**b**) may reflect circadian fluctuation (these samples were taken in late afternoon whereas those shown in panel (**b**) were taken mid-morning, ~ 8 h earlier). **e** Relative expression of *pomca* in brain tissue in the late morning, as well as later the same day following 8 h exposure to DEX or vehicle. The bars indicate averages ± the standard deviation of 3 qPCR readings (technical replicates). For each measurement brain tissue was pooled from 5–6 fish, mixed males and females in equivalent proportions within each comparison group (controls 1 male and 4–5 females; cortisol-treated 2 males and 3 females)

In multiple experiments, fasted adults derived from cortisol-treated embryos consistently displayed lower blood cortisol on average, with a compressed dynamic range compared to their control siblings (Fig. 1b–d). Stress-induced spikes in brain cortisol (as appears to occur in the treated fish in response to fasting, Fig. 1b) would be expected to downregulate the hypothalamus–pituitary–adrenal/interrenal axis via glucocorticoid receptor (GR)-mediated negative feedback. Consistent with this, in fasted fish derived from cortisol-treated embryos, blood cortisol levels were similar to those of their untreated siblings that had been exposed to Dexamethasone (Dex) for 8 h and were not further reduced by the Dex treatment (Fig. 1d). Moreover, brain expression of the ACTH-encoding gene *pomca*, a target of GR-mediated repression, was significantly lower in fasted fish derived from cortisol-treated embryos and is less affected by Dex (Fig. 1e). Altogether these data confirm our earlier finding that whole-body cortisol levels are elevated in adult fish derived from cortisol-treated embryos, and show further that cortisol is aberrantly regulated in those adults, with a compressed dynamic range in blood that correlates with an expanded dynamic range in brain compared to controls. One possible explanation for this is that the cortisol treatment may have persistent effects on the system of cortisol buffering and transport in plasma, for example by affecting the synthesis or metabolism of plasma cortisol-binding proteins that regulate steroid delivery to tissues [19].

#### Adults derived from cortisol-treated embryos differentially express the glucocorticoid-responsive regulatory genes klf9 and fkbp5 in blood and brain

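ATAC-seq marks open chromatin with a transposase that inserts sequencing adapters into accessible DNA, so that open regions appear as peaks of aligned reads. The libraries analysed were 3 from adults raised from embryos kept in 1 µM cortisol for 5 days and 3 from vehicle-treated controls, each made, by the paper's account, from blood pooled from 6 fish. The deposited description of the series speaks instead of 6 individual adults, so whether n counts pools or fish is not settled. The labels give both libraries of a replicate number the same age, which was 12 months for replicate 1, 11 months for replicate 2 and 10 months for replicate 3. The authors aligned reads of 30 bp to the GRCz10 genome, removed mitochondrial alignments and called peaks with MACS2 at a q of 0.001. They deposited a list for each library and a list for the pooled libraries of each group. Each peak carries the authors' score, which is 10 times the -log10 q of its summit against a single background for that list. The score rises with sequencing depth as well as with openness, so the percentiles use it only to rank the peaks of a list. Score limits and heights recovered from the scores go beyond this ranking and are named where they are used. Overlapping peaks of the 6 libraries were merged into 153054 regions, of which 13835 held a peak in every library. The values given for a region are its percentile, in each library, among those 13835 regions by score, with 0 where the library has no peak. Groups were compared by two-sided exact permutation tests, for which the smallest p that 3 libraries against 3 allow is 0.1. Read totals were not used here, and the background of each list, recovered from the steps between its scores, stands in for depth. It ranged from a mean pile-up of 2.00 reads in cortisol-treated replicate 3 to 9.10 in control replicate 1.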

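The cortisol-treated libraries had 44394 ± 15558 peaks and the control libraries 76873 ± 55671 (SD, n = 3 each; exact permutation test, p = 0.4). Control replicate 1 alone had 138146 peaks, and without it the mean difference between treated and control libraries was -1842 peaks. Without control replicate 3 it was -56215 peaks (exact permutation test, p = 0.1). Among peaks with a score of at least 100, that difference was -507 peaks over all 6 libraries. On average, 57.3% of the peaks of a library overlapped a peak of another library of the same treatment by at least 1 bp. The share was 57.1% for libraries of the other treatment, a difference of 0.127 percentage points (exact permutation test, p = 1). It was 60.6% between the treated and control library of the same replicate number. These pairs are part of the 57.1%, so they raise that share and lower the difference. Without control replicate 3 the difference was 9.71 percentage points, and without each of the other libraries in turn it lay between -3.06 and -0.0792. Shares of single pairs of libraries ran from 15.2% to 92.3% and depend on the lengths of both lists. With equal numbers of the strongest peaks, the shares were 71.4% within and 70.3% between treatments (exact permutation test, p = 0.8).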

To determine if developmental exposure to cortisol has persistent effects on gene activity at the level of chromatin we performed ATAC-seq [20, 21] on blood cells isolated from three independent replicates comparing ~ 1-year old adults derived from cortisol-treated embryos and their vehicle-treated (control) siblings. Each ATAC-seq peak was scored according to its size in cortisol-treated fish relative to controls, with higher scores indicating proportionally more sequence reads and hence chromatin with a more open configuration in the cortisol treated group. 

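The authors made this comparison with the bdgdiff function of MACS2, and its score is the log10 of a likelihood ratio between the signals of the treatments, without an error between replicates. The authors' deposited table lists 9546 regions as higher in cortisol-treated fish and 67 as higher in control fish. Of the 9546 scored peaks, 8887 had a peak in all 6 libraries. The number without a peak was 59, 4 and 19 in cortisol-treated replicates 1, 2 and 3, and 470, 396 and 57 in control replicates 1, 2 and 3. The mean percentile was higher in the treated than in the control libraries for 7541 scored peaks (79.0%). With percentiles taken among all peaks of a library's own list, which also depend on the length of that list, the share fell to 26.7%. The median over the scored peaks of the treated minus control difference in mean percentile was 3.24 points. An exact permutation test on the median percentile of the set in each library gave p = 0.2. Without each library in turn the median difference lay between 1.56 and 5.15 points. With percentiles among all peaks of a library's own list it was -1.17 points. All 3 treated libraries lay above all 3 controls at 911 scored peaks (9.54%) and below them at 74 (0.775%), where chance gives 5% in each direction for peaks not chosen by their difference. The scored peaks were chosen as higher in treated fish on these same libraries, which favours the upward count. Of the 10 ways to split the 6 libraries into groups of 3, 3 separated at least 911 peaks in one direction, the real split included. Without each library in turn, when chance gives 10% in each direction, between 1180 and 3331 peaks were separated upward, the most without control replicate 3.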

Of ~ 20,000 scored peaks, that with the 3^rd^ highest score encompassed the promoter of *klf9* (Fig. 2a; Table 1), a known GR target gene that functions as a feedforward regulator of GR signaling [22–26]. 

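The *klf9* peak (NM_001128729, ENSDARG00000068194) lies on chromosome 5 of GRCz10 from 25474702 to 25475220. The authors' annotation calls it promoter and places it 173 bp upstream of the transcription start. In the authors' deposited table its score is 184.3, the rank of 3 among 9546 scored peaks. Its mean percentile was 98.8% ± 0.198 in cortisol-treated libraries and 96.8% ± 0.346 in controls (SD, n = 3 each). The difference of 2.03 points exceeded the spread between replicates, and every treated library lay above every control (exact permutation test, p = 0.1). Within pairs of the same replicate number the sign-flip permutation test gave p = 0.25, the smallest that 3 pairs allow. Ranking among all peaks of a library's own list, which also depends on the length of that list, moved the difference most, to 0.594 points. The groups then overlapped (exact permutation test, p = 0.3). Among the shared regions, the difference without each library in turn stayed between 1.75 and 2.06 points. The other peaks among the 5 with the highest scores were those nearest *chac1*, *nlk2*, *spns2* and *mir7a-3*. Their percentile differences lay between 0.318 points for *mir7a-3* and 0.518 points for *spns2*, with an exact permutation p of 0.3 and 0.2 respectively. Their mean percentiles in controls, from 99.0% to 99.4%, left them less room to rise than *klf9* had. Among the 254 peaks scoring at least 100, 29 had a larger percentile difference than *klf9*, and among those of Table 1 the number was 0. By the ratio of treated to control height in the pooled lists, 229 of the 9546 scored peaks exceeded *klf9*. The recovered height of the *klf9* peak changed more between treatments than that of each of the 500 regions nearest to it in mean height. The study picked the peak for its score in these same libraries, which favours such a place. Its adjusted p from limma was 0.671 without pairing and 0.0126 with the replicate number as a block. Without pairing, limma recovered 0 of 200 simulated changes of a log2 of 1, so 0.671 does not argue against a smaller difference.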

Several additional genes with high peak scores are also known GR targets in mammals, including *fkbp5* (Fig. 2a; Table 1), a clinically important feedback regulator of the GR [23, 27–30]. 

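The *fkbp5* peak (NM_213149, ENSDARG00000028396) lies on chromosome 6 of GRCz10 from 41098044 to 41098683, 159 bp upstream of the transcription start. The authors' deposited table gives it a score of 150.1 and the rank of 26. Its percentile was 99.4% ± 0.271 in cortisol-treated libraries and 99.0% ± 0.451 in controls (SD, n = 3 each). The difference of 0.460 points was about as large as the spread between control replicates, and the groups overlapped (exact permutation test, p = 0.2). It was 0.186 points without control replicate 2 and 0.595 points without control replicate 3. By recovered height, 58.2% of the 500 regions nearest to *fkbp5* in mean height changed less than it did. The *glcci1* peak, on chromosome 19 from 25842890 to 25843482, had a higher percentile in every treated library than in every control, by 0.813 points on average (exact permutation test, p = 0.1). Cortisol-treated replicate 1 and control replicate 3 were both at 99.3%, and by recovered height the groups at *glcci1* overlapped (exact permutation test, p = 0.2). The *sgk1* peak, on chromosome 23 from 31719036 to 31719682, differed by 0.314 points and its groups overlapped (exact permutation test, p = 0.3). Of the 500 regions nearest in mean height, 97.6% changed less than *glcci1* and 46.6% less than *sgk1*. A list of 29 glucocorticoid-responsive genes, drawn up before the data were examined, had a scored promoter peak at 14 genes. Their median score percentile among 4349 genes with a scored promoter peak was 87.3, above 99.98% of 10000 random lists of that size. Without *klf9*, *fkbp5*, *sgk1* and *glcci1*, which the study picked from these libraries, it was 80.2 and above 98.96% of the lists. Against random lists matched on peak height, a comparison added later, the list of 14 genes was above 76.4%.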

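The *chac1* peak (NM_001110126, ENSDARG00000070426), which has the highest score in the authors' deposited table, lies on chromosome 20 from 28367329 to 28368015 in GRCz10. It is annotated as promoter. Its percentile was 99.7% ± 0.128 in cortisol-treated libraries and 99.4% ± 0.327 in controls (SD, n = 3 each), a difference of 0.346 points within the overlap of the groups (exact permutation test, p = 0.3). By recovered height it changed more than 89.8% of the 500 regions nearest to it in mean height. All 35 peaks of Table 1 had a higher mean percentile in treated than in control libraries, by between 0.229 and 2.03 points. The study chose these peaks on the same libraries, so the direction is not independent evidence. The median over these peaks of the difference in mean percentile was 0.479 points. An exact permutation test on the median percentile of the set in each library gave p = 0.3. With percentiles among all peaks of a library's own list the median difference was 0.0552 points. Leaving out each library in turn gave between 0.264 and 0.716 points. At 30 of the 35 peaks, control replicate 3 lay above at least 1 treated library. All 3 treated libraries lay above all 3 controls at 5 of the peaks, those of *klf9*, *dus1l*, *glcci1*, *znf410* and *gsk3b*, against 5% by chance. Apart from *klf9* and *glcci1*, these genes are named because of this result. Expression in larvae was not analysed here.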

Three of the genes in the top 35 (*chac1*, *klf9*, and *fkbp5*) were found in our previous study to be highly upregulated in larvae chronically exposed to cortisol (Table 1). 

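The peaks scoring at least 100 numbered 254 in the authors' deposited table, of which 249 carry an annotation. Each of the 254 had a higher mean percentile in the cortisol-treated than in the control libraries, and the median of these differences was 0.694 points. An exact permutation test on the median percentile of the set in each library gave p = 0.3. With percentiles taken among all peaks of a library's own list, 164 of the 254 were higher in treated libraries. The median of the differences was then 0.0280 points. Among the shared regions, leaving out each library in turn gave a difference between 0.437 and 1.03 points. At 48 of the 254 all treated libraries lay above all controls. By the authors' annotation 122 of the 254 peaks (48.0%) lay at promoters, compared with 4371 of the 9292 other scored peaks (47.0%; two-sided Fisher's exact test, p = 0.8). For peaks scoring at least 50 the shares were 53.8% of 1634 and 45.7% of 7912 (Fisher's exact test, p = 2.4e-09). Counting peaks within 1000 bp of a transcription start instead reversed the direction for the 254 peaks, at 52.0% against 53.8% (Fisher's exact test, p = 0.57). Peaks are not replicates, so these tests describe the list alone. The sequences of the peaks were not analysed here.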

Interestingly, in a HOMER motif enrichment analysis [31] of the 251 peaks with scores  ≥ 100, four of the top ten scoring motifs were consensus binding sequences for krüppel-like factors, including Klf9 (Additional file 2: Figure S1).

**Fig. 2:**
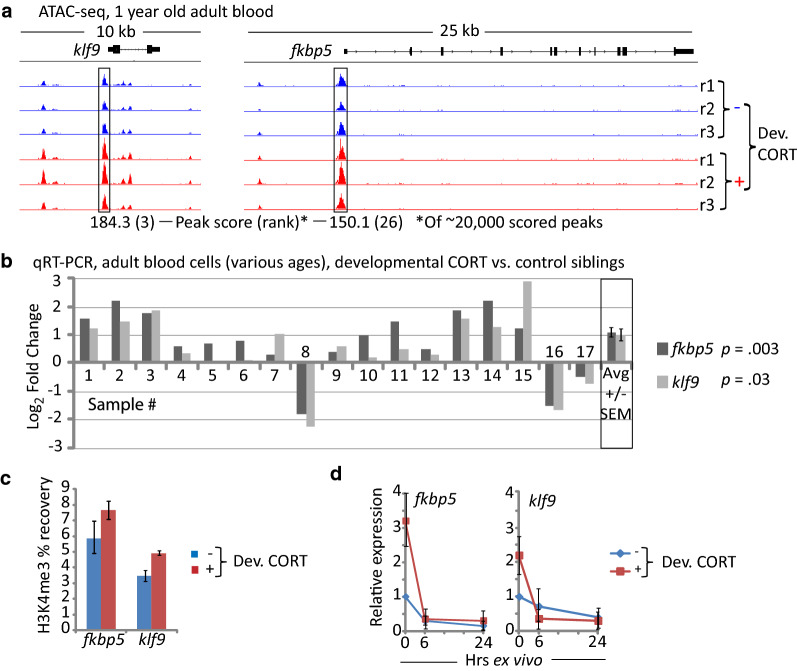
The regulatory genes *klf9* and *fkbp5* have higher on average activity in blood cells of adults derived from cortisol-treated embryos. **a** ATAC-seq peaks associated with *klf9* and *fkbp5*, from three biological replicates of each treatment (r1-r3). For each replicate sample blood was pooled from 6 individuals mixed sex with equal representation of males and females. **b** Relative expression of *klf9* and *fkbp5* in 17 blood samples of adults from different experimental cohorts of cortisol-treated embryos compared to their control siblings sampled at the same time. The averages ± SEM are also shown. For each experimental sample blood was pooled from 6 individuals of each group (control and treated), of mixed sex with equal representation of males and females. **c** ChIP-qPCR of H3K4me3 levels in the promoter regions of *klf9* and *fkbp5* from a single sample of blood pooled from 6 individuals (mixed sex, equal representation). The averages ± SD of three replicate qPCR measurements (technical replicates) are shown. **d** Relative expression of *klf9* and *fkbp5* in blood cells immediately after being drawn, and then after 6 or 24 h of ex vivo culture in the absence of cortisol. The plots represent the grand means ± the SEM of three biological replicates, each done on blood samples pooled from 6 individuals of mixed sex

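For each library the *klf9* and *fkbp5* promoter peaks were placed by score among the regions shared by all libraries. At *klf9* the percentiles of replicates 1, 2 and 3 were 98.7%, 98.7% and 99.0% in the cortisol-treated libraries, and 96.8%, 97.1% and 96.4% in the controls. At *fkbp5* they were 99.2%, 99.3% and 99.7% in the treated libraries, and 99.2%, 98.4% and 99.3% in the controls. The treated library ranked above its control of the same replicate number in all 3 pairs for both genes.

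**Figure D1:**
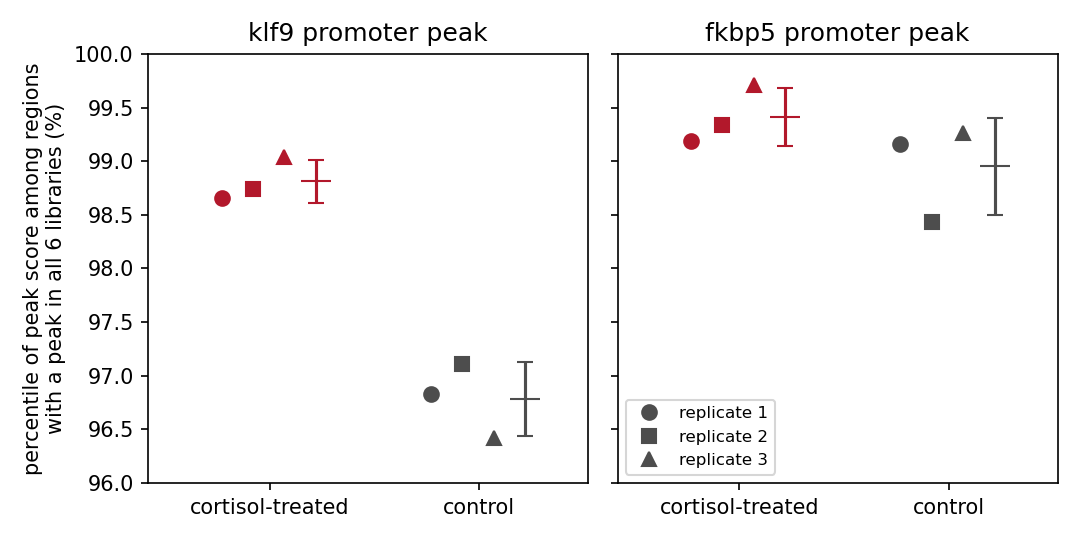
Percentile of the *klf9* (left) and *fkbp5* (right) promoter peak, in %, by score among regions with a peak in all 6 libraries, for cortisol-treated (red) and control (grey) libraries. The vertical axis runs from 96 to 100%. Points are single libraries with one shape per replicate number, horizontal marks are group means and bars are 1 SD (n = 3). The groups are apart at *klf9* and overlap at *fkbp5*.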

**Table 1:** Top 35 ATAC-seq peaks in blood cells of 1-year old fish derived from cortisol-treated embryos

Peak Score	Nearest gene	Location	Distance to TSS
198.6	*chac1*^a^	Promoter-TSS	− 173
184.4	*nlk2*	Intergenic	− 1209
184.3	*klf9*^a,b^	Promoter-TSS	***− ***173
180.9	*spns2*	Intergenic	− 25,446
176.4	*mir7a*-*3*	TTS	685
173.1	*LOC564840*	Promoter-TSS	− 90
172.2	*stat3*	Promoter-TSS	− 148
171.3	*abhd12*	Intron (1 of 13)	765
170.7	*impdh2*	Promoter-TSS	− 218
169.2	*gpr146*	Promoter-TSS	− 234
168.7	*ppp2ca*	Promoter-TSS	− 92
167.4	*mtmr3*	Intron (1 of 19)	14,093
164.4	*tmem57b*	Promoter-TSS	− 181
163.9	*cep57l1*	Intergenic	− 3276
163.7	*sgk1*^b^	Promoter-TSS	− 128
163.6	*rab40b*	Promoter-TSS	− 90
158.6	*etnk2*	Intergenic	− 117,052
156.3	*dus1l*	Intergenic	− 4036
155.8	*txnipa*	Promoter-TSS	− 174
155.7	*glcci1*^b^	Promoter-TSS	− 153
154.9	*zranb1b*	Intergenic	− 9055
154.7	*mir144*	Promoter-TSS	− 502
154.6	*znf410*	Intergenic	− 15,262
154.3	*capgb*	Intergenic	− 16,617
150.9	*osgn1*	Promoter-TSS	− 117
150.1	*fkbp5*^a,b^	Promoter-TSS	− 159
149.8	*klf11a*	Promoter-TSS	− 85
149.8	*snrnp48*	Intergenic	− 8447
149.4	*gsk3b*	Promoter-TSS	− 182
148.7	*stat2*	Intergenic	− 1577
147.9	*cct4*	Intergenic	29,573
147.3	*gc2*	Intergenic	44,685
145.7	*hprt1l*	Promoter-TSS	− 91
145.2	*dyrk1b*	Intron (1 of 11)	42,251
144.0	*hlfa*	Intergenic	− 3552

^a^Found by RNA-seq to be strongly upregulated in cortisol-treated larvae at 5 dpf

^b^Known GR target in mammals

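The paper lists the peaks at the promoters of *klf9* and *fkbp5* among those with the highest scores. Ranked among the shared regions, the groups did not overlap at *klf9*, though they did when ranked among all peaks of each list, while at *fkbp5* control replicate 3 lay within the range of the treated libraries. Neither percentile comparison can reach a p below 0.1 with 3 libraries per treatment. By recovered height the adjusted p from limma at *klf9* was 0.671 without pairing and 0.0126 with the replicate number as a block. At *fkbp5* it was 0.689 and 0.313. Without pairing, limma recovered 0 of 200 simulated regions at a log2 change of 0.5 and of 1. The log2 differences at *klf9* and *fkbp5*, 0.66 and 0.29, were below 1, so 0.671 and 0.689 do not argue against them. The block was 1 of 9 alternative settings tried. From the larger peaks in cortisol-treated fish (Fig. 2a), the paper proposes that adults derived from cortisol-treated embryos keep both genes more active, and that their elevated cortisol is a possible reason.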

The ATAC-seq results suggest that adults derived from cortisol-treated embryos persistently upregulate the activities of both *klf9* and *fkbp5*, possibly in response to the persistently elevated cortisol levels. To further test this, quantitative reverse transcription and polymerase chain reaction (qRT-PCR) of both genes was carried out on blood cells of adults derived from cortisol-treated embryos and their vehicle-treated siblings. In 14 out of 17 independent blood cell samples, *klf9* and/or *fkbp5* expression was elevated in the cortisol-treated fish, both genes being overexpressed ~ twofold on average (Fig. 2b). The fact that *fkbp5* and *klf9* expression was elevated in most, but not all the samples from treated fish might relate to our observation that blood cortisol levels of the treated fish were lower than those of their untreated siblings after fasting (Fig. 1b–d), suggesting that the three samples that display lower *klf9* and *fkbp5* expression (8, 16, and 17) may have been recently stressed. Chromatin immunoprecipitation detected higher levels of H3K4 trimethylation in the promoter regions of both genes in blood cells of the treated fish (Fig. 2c), suggesting that the on-average elevated expression in those fish is transcriptional. This is likely a direct effect of elevated blood cortisol, as, when blood cells were cultured ex vivo the expression of both genes decreased over time (Fig. 2d).

In an initial experiment that surveyed the expression of 95 genes in adult brains, *fkpb5* and *klf9* stood out as the two that were most highly overexpressed in the cortisol-treated group compared to their control siblings (Additional file 3: Figure S2a). However, this result was not reproduced in measurements from additional experimental cohorts (Additional file 3: Figure S2b–f), suggesting that the fish used for the initial survey may have recently experienced a stressor that produced a spike in brain cortisol levels of the treated group (e.g., as observed with fasting; Fig. 1b). One strikingly consistent finding from the gene expression measurements made from both blood cells (Fig. 2b) and brain (Additional file 3: Figure S2) was that expression of *fkbp5* and *klf9* was highly correlated. This could simply reflect that they are both glucocorticoid-responsive genes, but it could also be indicative of additional regulatory interactions between the two genes. Finally, although most of the gene expression measurements were made from pools of mixed sexes containing equal numbers of matched-sized males and females, in an experiment where the sexes were segregated we found that brain expression levels for both genes were higher in males, and that the differential expression in treated and control groups was greater in males than in females (Additional file 3: Figure S2f), indicating that both genes are also regulated by sex.

### Conclusions

These results extend our earlier findings showing that in zebrafish, chronic glucocorticoid exposure during early development leads to persistent dysregulation of the neuroendocrine stress system and associated gene expression in adulthood. The data indicate that the neuroendocrine dysregulation occurs a multiple levels, including cortisol production (higher in treated fish), delivery of cortisol from circulation to tissues (lower blood retention in the treated fish after fasting, with concomitantly higher levels in brain and peripheral tissues), and activity of key genes that regulate GC signaling dynamics in receiving cells (*klf9* and *fkbp5*). These results underscore the relevance of zebrafish as a model organism for investigating the mechanisms underlying developmental programming and neuroendocrine dysregulation associated with ELS and chronic glucocorticoid exposure in humans.

### Methods

#### Zebrafish procedures

Wild-type zebrafish of the AB strain maintained in the MDI Biological Laboratory zebrafish facility as previously described [13] were used for all of the reported experiments. Cortisol treatment was carried out as previously described [13]. For the dexamethasone treatments adult zebrafish were removed from the re-circulating system and transferred into 1 L holding tanks containing either 1 µM dexamethasone or 2.5 ppm vehicle (DMSO) in system water. For tissue collection fish were euthanized in tricaine as previously described [13].

#### Ex vivo blood cell culture

Blood was collected by a nonlethal venous puncture under the operculum. 1µL samples of blood from 6 fish of mixed sex per condition were pooled in heparin (5 I.U./mL) in PBS, washed, and plated at a density of 1 million cells/mL in supplemented L-15 media (l-glutamine, 10% FBS, 25 mM HEPES, 2.2 g/L sodium bicarbonate, Primocin). Cells were cultured at 28° C in 5% CO_2_. Blood cell viability was assessed by cell count with a hemocytometer. Zebrafish blood cells were determined to be stable in culture for at least 5 days.

#### Cortisol measurements

Cortisol was measured by ELISA as previously described [13], using dissected tissues or blood samples. In some cases, blood was collected by nonlethal venous puncture under the operculum, allowing repeated measurements (e.g. as in Fig. 1c).

#### ATAC-seq

ATAC-seq libraries from blood cells (~ 200,000 cells per sample) from three biological replicates of adults derived from cortisol-treated embryos and their control (vehicle-treated) siblings (10, 11, and 12 months old) were constructed and sequenced and the sequence reads processed as described in the Additional file 4: Methods [20, 21].

#### RNA isolation and quantitative reverse transcription—polymerase chain reaction qRT-PCR

Total RNA was isolated from blood cells or dissected brain tissue using Trizol and ethanol precipitation. qRT-PCR was performed and the data quantified by the ddCt method as previously described [13].

#### Chromatin immunoprecipitation (ChIP)

ChIP was performed on formaldehyde-crosslinked chromatin from blood cells, essentially using the procedure described by Lindeman et al. [32] an anti-H3K4me3 antibody (Abcam Cat. No. Ab8580) (detailed ChIP protocol provided on request). Input and immunoprecipitated DNA samples were analyzed by qPCR with Sybr Green Fastmix. The primers were targeted to promoter regions of *klf9* (CACATCGACACCGCCTTCATCTG; ATCTTGAACCTCGCCGCTGATTG) and *fkbp5* (ACACAACGGGTTACGGGTC; AAATTAAGGGCAGGCCTTGGA). A standard curve was made using serial dilutions of control input DNA and regression analysis was used to calculate percent recovery (immunoprecipitated DNA/input DNA) × 100%.

#### Statistical analysis

Cohort sizes were determined by power analysis in R with the “pwr” package, using a Cohen’s d effect size calculated from previous experiments of cortisol measurements in adult zebrafish treated as larvae with 1 uM cortisol. This analysis indicated that a minimum n of 5 is needed to detect statistically significant (p < 0.05) differences between treatment and controls. Some experiments had multiple biological replicates, whereas others were done only once with technical replicates, as noted in the Figure legends. Tissue cortisol measurements in Fig. 1b were analyzed with three-way ANOVA to assess the interactions of tissue type, fed/fasted state, and larval cortisol treatment on adult tissue cortisol level. Post-hoc two-way ANOVA was then performed for each tissue type. Grand means in Fig. 2b were assessed with a two-tailed *t* test.

## Limitations

- The measurements shown in Fig. 1 were done only once.
- When interpreting the single time point measurements reported here it is important to consider that cortisol levels are dynamic, with circadian rhythms as well as ultradian fluctuations with an order of magnitude dynamic range.

## Supplementary information

**Additional file 1:** ANOVA of tissue cortisol levels shown in Fig. 1b.

**Additional file 2: Figure S1.** Top ten transcription factor binding motifs identified by HOMER motif enrichment analysis of sequences from the 251 peaks that scored ≥ 100.

**Additional file 3: Figure S2.** Survey of gene expression by 96-well qPCR array and relative expression levels of *klf9* and *fkbp5* in brain tissue dissected from different experimental cohorts. Each measurement was made from pooled brain RNA of 6 individuals of mixed sex (equal representation), except where indicated (panel **f**). The qPCR measurement shown in panel (**b**) is from the same RNA samples that were used to generate the data depicted in panel (**a**).

**Additional file 4: Methods.** ATAC-seq library construction protocol, sequencing and read processing.

## Data Availability

The ATAC-seq dataset generated during this study is available in the NCBI Gene Expression Omnibus (GEO) repository, under accession number GSE137987.

## Abbreviations

ELS: Early life stress
GC: Glucocorticoid
GR: Glucocorticoid receptor
ATAC-seq: Assay for transposase accessible chromatin–sequencing
qRT-PCR: Quantitative reverse transcription and polymerase chain reaction
ELISA: Enzyme linked immunosorbant assay

# Supplementary material for: Chronic cortisol exposure in early development leads to neuroendocrine dysregulation in adulthood
**Source:** BMC Res Notes. 2020 Aug 3;13:366. doi: 10.1186/s13104-020-05208-w
**Supplement:** Supplementary file 1 — Additional file 1: ANOVA of tissue cortisol levels shown in Fig. 1b.

3-Way & 2-Way ANOVA on Zebrafish Tissue Cortisol Data

# 3-Way & 2-Way ANOVA on Zebrafish Tissue Cortisol Data

#### Elli Hartig

#### 5/3/2020

# Three-Way Anova

To assess the effects of independent variables: tissue type, fed/fasted state, and larval cortisol treatment on dependent variable cortisol level:

```
#import cortisol ELISA data
zf_cortisol <- read.table("zebrafish_cortisol/fedstate_cortisol_data.txt", header = TRUE)

zf_cortisol_techreps <- read.table("zebrafish_cortisol/fedstate_cortisol_data_technicalreplicates.txt", header = TRUE)

#change larval_cort from numeric to factor

zf_cortisol$larval_cort <- factor(zf_cortisol$larval_cort,
                                  levels = c(0,1))

zf_cortisol_techreps$larval_cort <- factor(zf_cortisol$larval_cort,
                                  levels = c(0,1))
#Run 3-way Anova to assess variance of dependent variable (cort_level) across independent variables tissue, fed/fasted state, and larval cortisol exposure

res.aov3 <- aov(cort_level ~ tissue * fed_state + larval_cort, data = zf_cortisol)
summary(res.aov3)
```

```
##                  Df Sum Sq Mean Sq F value  Pr(>F)   
## tissue            5   3867   773.5   6.347 0.00523 **
## fed_state         1     38    37.7   0.310 0.58912   
## larval_cort       1    267   266.7   2.189 0.16709   
## tissue:fed_state  5   2205   440.9   3.618 0.03517 * 
## Residuals        11   1340   121.9                   
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
```

Cortisol level is significantly different across tissues with a p-value of 0.00523.

There is also a significant interaction affect of tissue/fed state, with a p-value of 0.03517.

However, there is not a significant, concerted effect of larval cortisol exposure across tissues and fed states.

### Checking ANOVA assumptions

Verify the distribution of residuals is normal:

```
res <- res.aov3$residuals
hist(res, main = "3-Way Anova Residuals")
```

# Tissue-specific Two-Way ANOVAs

Unfortunately, because there is only 1 biological replicate (pooled), I will have to use the technical replicates for the individual tissue ANOVA tests.

### Kidney

```
kidney_cortisol <- filter(zf_cortisol_techreps, tissue == "KIDNEY")

res.aov2.kidney <- aov(cort_level ~ larval_cort * fed_state, data = kidney_cortisol)
summary(res.aov2.kidney)
```

```
##                       Df Sum Sq Mean Sq F value Pr(>F)  
## larval_cort            1     43    43.2   0.087 0.7752  
## fed_state              1   2681  2681.4   5.416 0.0484 *
## larval_cort:fed_state  1    426   426.3   0.861 0.3806  
## Residuals              8   3961   495.1                 
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
```

### Blood

```
blood_cortisol <- filter(zf_cortisol_techreps, tissue == "BLOOD")

res.aov2.blood <- aov(cort_level ~ larval_cort * fed_state, data = blood_cortisol)
summary(res.aov2.blood)
```

```
##                       Df Sum Sq Mean Sq F value   Pr(>F)    
## larval_cort            1     21      21   0.488    0.505    
## fed_state              1   3987    3987  92.204 1.15e-05 ***
## larval_cort:fed_state  1     55      55   1.272    0.292    
## Residuals              8    346      43                     
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
```

### Brain

```
brain_cortisol <- filter(zf_cortisol_techreps, tissue == "BRAIN")

res.aov2.blood <- aov(cort_level ~ larval_cort * fed_state, data = blood_cortisol)
summary(res.aov2.blood)
```

```
##                       Df Sum Sq Mean Sq F value   Pr(>F)    
## larval_cort            1     21      21   0.488    0.505    
## fed_state              1   3987    3987  92.204 1.15e-05 ***
## larval_cort:fed_state  1     55      55   1.272    0.292    
## Residuals              8    346      43                     
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
```

### Gut

```
gut_cortisol <- filter(zf_cortisol_techreps, tissue == "GUT")

res.aov2.gut <- aov(cort_level ~ larval_cort * fed_state, data = gut_cortisol)
summary(res.aov2.gut)
```

```
##                       Df Sum Sq Mean Sq F value Pr(>F)
## larval_cort            1  0.914   0.914   0.397  0.546
## fed_state              1  6.062   6.062   2.628  0.144
## larval_cort:fed_state  1  0.150   0.150   0.065  0.805
## Residuals              8 18.451   2.306
```

### Skin

```
skin_cortisol <- filter(zf_cortisol_techreps, tissue == "SKIN")

res.aov2.skin <- aov(cort_level ~ larval_cort * fed_state, data = skin_cortisol)
summary(res.aov2.skin)
```

```
##                       Df Sum Sq Mean Sq F value Pr(>F)  
## larval_cort            1   5.44   5.436   0.924 0.3645  
## fed_state              1  26.30  26.303   4.473 0.0674 .
## larval_cort:fed_state  1   2.98   2.984   0.507 0.4965  
## Residuals              8  47.05   5.881                 
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
```

### Muscle

```
muscle_cortisol <- filter(zf_cortisol_techreps, tissue == "MUSCLE")

res.aov2.muscle <- aov(cort_level ~ larval_cort * fed_state, data = muscle_cortisol)
summary(res.aov2.muscle)
```

```
##                       Df Sum Sq Mean Sq F value  Pr(>F)    
## larval_cort            1  0.648   0.648   4.169  0.0755 .  
## fed_state              1  8.942   8.942  57.506 6.4e-05 ***
## larval_cort:fed_state  1  0.224   0.224   1.439  0.2647    
## Residuals              8  1.244   0.155                    
## ---
## Signif. codes:  0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1
```

Kidney, blood, brain, and muscle are all significantly effected by fed state with p < 0.05, but there is no significant, concerted effect of larval cortisol across fed state.

Overall, this supports our observation that the long-term effects of early-life cortisol treatment differ by tissue and are dynamic based on fed/fasted state.

# Supplementary material for: Chronic cortisol exposure in early development leads to neuroendocrine dysregulation in adulthood
**Source:** BMC Res Notes. 2020 Aug 3;13:366. doi: 10.1186/s13104-020-05208-w
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Top ten transcription factor binding motifs identified by HOMER motif enrichment analysis of sequences from the 251 peaks that scored ≥ 100.

| Rank | Motif                                                                               | Name                                                    | P-value | q-value<br>(Benjamini) | # Target<br>Sequences<br>with Motif | % Target<br>Sequences<br>with Motif | # Background<br>Sequences<br>with Motif | % Background<br>Sequences<br>with Motif |
|------|-------------------------------------------------------------------------------------|---------------------------------------------------------|---------|------------------------|-------------------------------------|-------------------------------------|-----------------------------------------|-----------------------------------------|
| 1    | 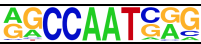   | NFY(CCAAT)/Promoter/Homer                               | 1e-83   | 0.0000                 | 158                                 | 63.45                               | 54161.2                                 | 11.54                                   |
| 2    | 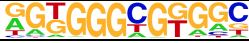   | KLF14(Zf)/HEK293-KLF14.GFP-ChIP-Seq(GSE58341)/Homer     | 1e-23   | 0.0000                 | 85                                  | 34.14                               | 48970.8                                 | 10.44                                   |
| 3    | 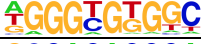   | KLF5(Zf)/LoVo-KLF5-ChIP-Seq(GSE49402)/Homer             | 1e-20   | 0.0000                 | 69                                  | 27.71                               | 35600.4                                 | 7.59                                    |
| 4    | 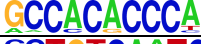   | Klf4(Zf)/mES-Klf4-ChIP-Seq(GSE11431)/Homer              | 1e-15   | 0.0000                 | 32                                  | 12.85                               | 9880.1                                  | 2.11                                    |
| 5    | 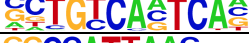   | Pknox1(Homeobox)/ES-Prep1-ChIP-Seq(GSE63282)/Homer      | 1e-13   | 0.0000                 | 35                                  | 14.06                               | 13867.1                                 | 2.96                                    |
| 6    | 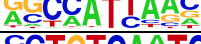  | Nanog(Homeobox)/mES-Nanog-ChIP-Seq(GSE11724)/Homer      | 1e-12   | 0.0000                 | 173                                 | 69.48                               | 219576                                  | 46.8                                    |
| 7    | 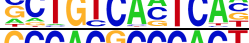 | Pbx3(Homeobox)/GM12878-PBX3-ChIP-Seq(GSE32465)/Homer    | 1e-12   | 0.0000                 | 34                                  | 13.65                               | 14352.2                                 | 3.06                                    |
| 8    | 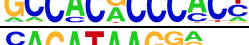 | Klf9(Zf)/GBM-Klf9-ChIP-Seq(GSE62211)/Homer              | 1e-11   | 0.0000                 | 29                                  | 11.65                               | 10668.2                                 | 2.27                                    |
| 9    | 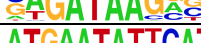 | Gata1(Zf)/K562-GATA1-ChIP-Seq(GSE18829)/Homer           | 1e-9    | 0.0000                 | 40                                  | 16.06                               | 23981.9                                 | 5.11                                    |
| 10   | 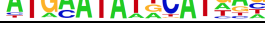 | OCT:OCT(POU,Homeobox)/NPC-Brn1-ChIP-Seq(GSE35496)/Homer | 1e-9    | 0.0000                 | 10                                  | 4.02                                | 966.8                                   | 0.21                                    |

# Supplementary material for: Chronic cortisol exposure in early development leads to neuroendocrine dysregulation in adulthood
**Source:** BMC Res Notes. 2020 Aug 3;13:366. doi: 10.1186/s13104-020-05208-w
**Supplement:** Supplementary file 4 — Additional file 4: Methods. ATAC-seq library construction protocol, sequencing and read processing.

**Chronic cortisol exposure in early development leads to neuroendocrine dysregulation in adulthood**

Ellen I. Hartig, Shusen Zhu, Benjamin L. King, and James A. Coffman

**Additional methods**

**ATAC-seq library construction**

ATAC-seq libraries were constructed using the Nextera DNA Library Prep kit (Illumina Cat #FC-121-1030), following the procedures provided with the kit with minor modifications:

**Materials**

Phosphate Buffered Saline (PBS)

Molecular biology grade IGEPAL CA-630

Lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL CA-630)

Nextera DNA Library Prep kit (Illumina Cat #FC-121-1030, 24 samples)

NPM (Nextera PCR Master Mix)

PPC (PCR Primer Cocktail)

RSB (Resuspension Buffer)

TD (Tagment DNA Buffer, or 2x reaction buffer)

TDE1 (Tagment DNA Enzyme, or Nextera Tn5 Transposase)

Qiagen MinElute PCR Purification Kit

Index 1 (i7) Adapters

Index 2 (i5) Adapters

20 x Evagreen

0.2-ml PCR tubes

PCR Thermal cycler

***Note:*** *When ordering primers for use in Illumina libraries, make certain to include the modifications (e.g. 5’-phosphorylation and phosphorothioate bonds on the 3' terminal nucleotide) and ensure the oligos are PAGE purified. Even small amounts of n-1 primers will lead to messy out-of-phase sequencing and cause clusters to fail filtering.*

**Cell Preparation**

1. Dilute blood cells (3x10^6^ cells/µl for zebrafish) with PBS and take 200,000 cells.

Cells should be intact and in a homogenous single cell suspension.

2. Spin down 200,000 cells at 500 ×g for 5 min, 4°C.

The number of cells at this step is crucial as the transposase to cell ratio sets the distribution of DNA fragments generated.

3. Gently pipette to resuspend the cell pellet in 50 μl of cold lysis buffer. Spin down immediately at 500 ×g for 10 min, 4°C.

This step provides lysis of cells with non-ionic detergent and generates of a crude nuclei preparation.

4. Discard the supernatant, and immediately continue to transposition reaction.

**Transposition Reaction and Purification**

1. Keep the cell pellet on ice.

Thaw TD and TDE1 on ice. Gently invert the thawed tubes 3–5 times, and then centrifuge briefly.

2. To make the transposition reaction mix, combine the following:

25 μl TD (2x reaction buffer)

5μl TDE1 (Nextera Tn5 Transposase)

20μl Nuclease Free H2O

3. Resuspend nuclei in the transposition reaction mix.

4. Incubate the transposition reaction at 55°C for 6 min.

Mix gently to increase fragment yield.

5. Immediately following transposition, purify using a Qiagen MinElute PCR Purification Kit.

6. Elute transposed DNA in 10 μl Elution Buffer (10 mM Tris buffer, pH 8).

7. Purified DNA can be stored at −20°C.

This is a convenient stopping point. Note that the DNA fragments are not PCR amplifiable if melted at this point.

**PCR Amplification**

1. Thaw Index adapters (i7 and i5), NPM and PPC on ice for ~20 minutes. Gently invert the thawed tubes 3–5 times, and then centrifuge briefly.

To amplify transposed DNA fragments, combine the following in a 0.2 ml PCR tube:

10 μl Transposed DNA

10 μl Nuclease Free H2O

5μl Index 1 (i7) adapter

5μl Index 2 (i5) adapter

5 μl PPC

15 μlNPM

2. Thermal cycle as follows:

1 cycle of 72°C for 5 min, 98°C for 30 sec

5 cycles of 98°C for 10 sec, 63°C for 30 sec, 72°C for 3 min

Hold at 10°C.

This first 5-minute extension at 72°C is critical to allow extension of both ends of the primer after transposition, thereby generating amplifiable fragments. This short pre-amplification step ensures that downstream quantitative PCR (qPCR) quantification will not change the complexity of the original library.

3. To reduce GC and size bias in PCR, the appropriate number of PCR cycles is determined using qPCR allowing us to stop amplification prior to saturation. To run a qPCR side reaction, combine the following in qPCR compatible consumables:

5 μl of previously PCR amplified DNA

4.75μl Nuclease Free H2O

0.5 μl Index 1 (i7) adapter

0.5 μl Index 2 (i5) adapter

0.5 μl PPC

0.75 μl 20x Evagreen

3 μl NPM

4. Using a qPCR instrument, cycle as follows:

1 cycle of 98°C for 30 sec

20 cycles of 98°C for 10 sec, 63°C for 30 sec, 72°C for 3 min

5. To calculate the additional number of cycles needed, plot linear Rn versus cycle and determine the cycle number that corresponds to 1/4 ~ 1/3 of maximum fluorescent intensity.

The purpose of this qPCR step is to generate libraries that are minimally PCR amplified. Most PCR bias comes from later PCR cycles that occur during limited reagent concentrations. This determination of the optimal number of cycles to amplify the library reduces artifacts associated with saturation PCR of complex libraries.

6. Run the remaining 45 μl PCR reaction to the cycle number determined by qPCR. Cycle as follows:

1 cycle of 98°C for 30 sec

N cycles of 98°C for 10 sec, 63°C for 30 sec, 72°C for 3 min

Cycle for an additional N cycles, where N is determined using qPCR.

**Optional library quality control using gel electrophoresis**

For assessing quality, amplified libraries can be visualized using gel electrophoresis prior to PCR purification. The low concentration of the amplified materials requires a 5% TBE polyacrylamide gel optimized for sensitivity. We load 50 ng of 100-bp DNA ladder from NEB and 5 μl of the PCR products on the gel. Run at ~100 mV for 3 hours. Then stain the gel with 1xSYBR safe in 0.6xTBE buffer for 30 min.

Typical libraries show a broad size distribution from ~250 bp to 1000 bp with average library size of 500 bp. Fragment sizes as small as 250 bp to as large as 1000 ~ 1500 bp can be sequenced.

7. Purify amplified library using Qiagen MinElute PCR Purification Kit. Elute the purified library in 20 μl Elution Buffer (10 mM Tris Buffer, pH 8). Be sure to dry the column before adding elution buffer.

The concentration of DNA eluted from the column ought to be approximately 30 nM, however 5-fold variation is possible and not detrimental.

**Sequencing and processing of ATAC-seq sequence reads**

Libraries were sequenced at the Jackson Laboratory NextGen Sequencing Facility (Bar Harbor Maine) using an Illumina NextSeq 500 (Illumina, San Diego, CA).

Following initial diagnostic sequence analyses using FastQC (v0.11.8; <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/)>, reads were trimmed using Trimmomatic (v0.32) [1] with parameters ‘ILLUMINACLIP:TruSeq3-PE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36’. The remaining paired reads were truncated to 30bp reads using fastx_trimmer from the FASTX Toolkit (v0.0.13; http://hannonlab.cshl.edu/fastx_toolkit/) with parameters ‘-Q33 -l 30’. Truncated reads were then mapped to the zebrafish GRCz10 genome assembly (RefSeq assembly accession: GCF_000002035.5) using bowtie (v1.0.0) [2] with parameters ‘--chunkmds 520 -y -v 2 --best --strata -m 3 -k 1 -S -p 8’. Read alignments to the mitochondrial genome were filtered out from the SAM files and the resulting SAM files were converted to BAM files using samtools (v0.1.18) [3]. Nuclease accessible peaks were called using the callpeak function in MACS2 (v2.1.1.20160309) [4] with parameters ‘-f BAM -g 146444456 -nomodel -nolabbda -keep-dup all -call-summits -q 0.001 –B’ and Ensembl (v85) [5] annotation of GRCz10. 

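The q value of a MACS2 peak compares the number of reads piled up at its summit with the number that a random spread over the genome would give. The option that turns off local background makes that number the same at every position of a library. It is set by the number of reads and by the genome size given to the program, which was 146444456 here. The option that calls summits lists a region once for each summit in it, so 138146 peaks of control replicate 1 lie in 119526 regions and 26905 peaks of cortisol-treated replicate 3 lie in 22570. Across the 6 libraries the median score lay between 65 in control replicate 1 and 267 in cortisol-treated replicate 3.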

Differential binding events were called using the bdgdiff function in MACS2 with parameters ‘ -C’ [6]. 

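The bdgdiff function compares the piled-up signals of both treatments position by position and keeps regions whose log10 likelihood ratio passes the value given after -C. That value is missing from the text. In the authors' deposited table the lowest score is 10.4 among regions higher in treated fish and 10.9 among those higher in control fish. Whether the signals were scaled to the same depth first is not stated in the text.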

Motifs within peaks were predicted and annotated using HOMER (v4.8; <http://homer.ucsd.edu/home>) [7].

**References**

1. Bolger AM, Lohse M, Usadel B: **Trimmomatic: a flexible trimmer for Illumina sequence data**. *Bioinformatics* 2014, **30**(15):2114-2120.

2. Langmead B, Trapnell C, Pop M, Salzberg SL: **Ultrafast and memory-efficient alignment of short DNA sequences to the human genome**. *Genome Biol* 2009, **10**(3):R25.

3. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R: **The Sequence Alignment/Map format and SAMtools**. *Bioinformatics* 2009, **25**(16):2078-2079.

4. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W *et al*: **Model-based analysis of ChIP-Seq (MACS)**. *Genome Biol* 2008, **9**(9):R137.

5. Yates A, Akanni W, Amode MR, Barrell D, Billis K, Carvalho-Silva D, Cummins C, Clapham P, Fitzgerald S, Gil L *et al*: **Ensembl 2016**. *Nucleic Acids Res* 2016, **44**(D1):D710-716.

6. Abbott BD, Birnbaum LS, Perdew GH: **Developmental expression of two members of a new class of transcription factors: I. Expression of aryl hydrocarbon receptor in the C57BL/6N mouse embryo**. *Dev Dyn* 1995, **204**(2):133-143.

7. Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK: **Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities**. *Mol Cell* 2010, **38**(4):576-589.

How the deposited data were processed for this re-analysis (not part of the article)

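ATAC-seq libraries from adult zebrafish blood were analysed, 3 from adults derived from cortisol-treated embryos and 3 from their vehicle-treated siblings. The conditions were taken from the sample labels and the paper. The sample labels describe larval treatment with 1 µM cortisol for 5 days.

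The authors trimmed the reads with Trimmomatic 0.32, shortened them to 30 bp, aligned them to GRCz10 with bowtie 1.0.0, removed mitochondrial alignments and called peaks with MACS2 2.1.1.20160309 at a q of 0.001 with all duplicates kept. The deposited lists give regions and a MACS2 score, which is 10 times the -log10 q of the summit as a whole number and is not scaled between libraries. The deposited comparison gives the score of the MACS2 bdgdiff function, the log10 of a likelihood ratio, and an annotation by HOMER 4.8. Enrichment over background, which was to be used for the percentiles, is not a column of the lists, so the score was used in its place. The score gives the same order of peaks within a list as -log10 q, which had been set as an alternative.

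Overlapping peaks were merged across the 6 libraries. The score of a region in a library was the highest score of its peaks there, and its percentile was taken among the regions with a peak in every library. For a scored peak, the highest-scoring overlapping peak of each library was used. Differences in mean percentile were tested by two-sided exact permutation over the 10 splits of 3 libraries against 3, where the smallest p is 0.1. The replicate block compared libraries within a replicate number by an exact sign-flip permutation test, where the smallest p is 0.25. Shares of peaks were compared by Fisher's exact test. Lists of genes were compared with 10000 random lists drawn from genes with a scored promoter peak. The lists were glucocorticoid-responsive genes and markers of erythroid, myeloid, lymphoid and thrombocyte cells. The genes named are *klf9*, *fkbp5* and *chac1*, the other Table 1 genes that the paper marks as glucocorticoid-responsive or changed in larvae, the genes at the 5 highest scores, the 5 highest-scoring regions listed as higher in controls, and the members of the gene lists with a scored promoter peak.

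Whether the replicate numbers pair the libraries was checked against the labels and the data. The labels give the same age to both libraries of a number, and the paper calls the groups siblings. After removal of the group means, log2 heights correlated across regions between libraries of the same number by 0.64, 0.19 and 0.63 for replicates 1, 2 and 3. Between libraries of different numbers the correlation ran from -0.62 to 0.13. Removing the group means makes the values of a group cancel, so positive values for the same number force negative ones elsewhere. Part of this contrast is therefore built in. Regions are not independent replicates. The numbers were read as pairing the libraries, and the paired values are given as an alternative because the methods of the study use no pairing.

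Because each list was called against a single background, the steps between its scores give the background and the number of reads piled up at each summit, called the height here. This was decided after the data had been examined. The recovery was tested on 6 simulated lists, where the largest error of the background was 0.889% and the 95th percentile of the error of the height was at most 3.45%. The sum of the recovered backgrounds of the 3 treated libraries was 14.22 against 14.24 for the pooled treated list, and that of the controls was 21.58 against 21.54. The median ratio of the height in the pooled list to the sum of the library heights at scored peaks was 1.00 for treated and 0.999 for control libraries.

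Log2 heights of the 13835 common regions were centred on their median in each library and compared with limma 3.58.1 in R 4.3.3, with a trend of variance on height and Benjamini-Hochberg adjustment. On simulated heights with the observed spread, limma without pairing recovered 0, 0 and 159 of 200 regions changed by a log2 of 0.5, 1 and 2, with 0, 0 and 11 false calls. Changes between a log2 of 1 and 2 were not simulated. The settings tried were the median centring, scaling to the background, centring on the taller regions, the replicate block and leaving out each library. Other calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

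The alternatives set before the data were examined were another reference set for percentiles, overlap of at least 50% of the shorter interval, scores of at least 100, merged regions, equal numbers of the strongest peaks, other score limits, another definition of promoter, the replicate block and leaving out each library. Motif shares were planned but not run, since no genome sequence was at hand. Measurements of cortisol, expression and histone marks were not analysed here. Read counts were not at hand, so the depth is known only through the recovered background, and no counting interval is given.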

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

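The tests in this part were chosen after the results had been seen.

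The paper does not report on regions that are higher in control fish, of which the authors' deposited table holds 67. They are without annotation there. The 5 with the highest scores lie on chromosome 24 from 338 to 856 (score 207), chromosome 17 from 53292488 to 53293019 (108), chromosome 2 from 56358419 to 56358799 (87.4), chromosome 14 from 19804206 to 19804716 (61.1) and chromosome 2 from 14338518 to 14338855 (52.9). Outside a block of chromosome 16 described next, 41 regions remain. Their median height in the pooled control list was 2641, against 266 for the scored peaks. Of the 41, 32 had a peak in all 6 libraries. Some of the regions share a single peak and its height, such as several on chromosome 14 at 13970 and several on KN149861v1 at 2641. Some regions of the block do so as well. The median and the counts of regions therefore include repeats. With a library that has no peak placed at its lowest listed height where it is to lie below, 2 of the 41 were taller in all 3 controls than in all 3 treated libraries, both over the background and after centring on the median, where chance gives 5% in this direction. No region of the 41 was taller in all treated than in all control libraries. The counts over the background are weighted against the controls by the shift described next. The small number of them beside the 9546 scored peaks is consistent with the higher signal over background of the treated libraries, in which 96.4% of the common regions were taller over the background. That difference follows the groups in all 3 pairs, so neither a technical nor a biological origin of it is excluded.

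Of the 67 regions, 26 lie in a block of 211 kb on chromosome 16, from 36231733 to 36443066. The number of peak regions in the block was 1, 52 and 4 in cortisol-treated replicates 1, 2 and 3, and 50, 18 and 53 in control replicates 1, 2 and 3. Over the background, 0 of the 26 regions were taller in all controls than in all treated libraries, and after centring 7 were, so the separation depends on the scaling. A candidate explanation is a variant carried by some of the fish, such as extra copies of the block. It arose from the 52 peak regions in cortisol-treated replicate 2, so they do not test it. An exchange of both replicate 2 libraries would put the libraries with the most peaks in one group. With those labels exchanged, 231 scored peaks were separated in one direction, against 911 with the labels as given. These explanations cannot be told apart by the exchange, because a true difference by treatment at the scored peaks would have to be assumed. No genotype was analysed here, and an effect of the cortisol treatment in some samples stays open and untested.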

How the results depend on the processing

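Alternatives to the heights, the heights themselves, the random lists matched on height and the share of scored peaks higher in treated libraries were chosen after the data had been examined, and the other alternatives before. Of 150 alternative values, 7 reversed, 17 counts moved by over 1.5 times, 2 became stronger and 1 became weaker. The other 123 kept their direction or stayed near the main count. For the exact tests of 3 libraries against 3 or of 3 pairs this speaks of direction alone, since their p cannot fall below 0.05, and some of these differences shrank, as that in the number of peaks did from -32479 to -507 at a score of at least 100.

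With percentiles among all peaks of a library's own list, the scored peaks with all treated libraries above all controls fell from 911 to 181 and those below from 74 to 3. The peaks scoring at least 100 with a higher mean in treated libraries fell from 254 to 164. The share of all scored peaks higher in treated libraries went from 79.0% to 26.7%, a reversal of the majority. The *klf9* difference was 0.594 points (exact permutation test, p = 0.3) and that of *fkbp5* 0.0996 points there. This ranking also depends on the length of the list, from 22570 regions in cortisol-treated replicate 3 to 119526 in control replicate 1. In these lists the median percentile of the scored peaks was 79.3% and 94.9%, the lowest and highest of the libraries. The reversal therefore cannot be read apart from list length, and its cause was not tested further. The overlap of at least 50% and scores of at least 100 changed no direction for the percentile results, with *klf9* between 2.03 and 2.76 points.

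With the replicate block, 3090 scored peaks were higher in all 3 pairs and 465 lower in all 3, where chance gives 12.5% in each direction. This asks less of each peak than the separation of whole groups. For the set of peaks by score, 1528 of 1634 were higher at a score of at least 50, and 47 of 47 at a score of at least 140, as the size of the set changes.

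The difference in promoter share was 0.991 percentage points in the main comparison, 8.12 for a score of at least 50 (Fisher's exact test, p = 2.4e-09) and -1.81 within 1000 bp of the transcription start. The cause was not tested. The median score percentile of the glucocorticoid-responsive list, 87.3, was above 99.98% of random lists but above 76.4% of random lists matched on height.

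Leaving out each library in turn gave from 1180 to 3331 scored peaks separated upward and from 182 to 350 separated downward. Fewer libraries are easier to separate by chance, at 10% in each direction for 2 against 3. The upward count changed most without control replicate 3 and the downward count most without control replicate 1. The difference in overlap of peaks ranged from -3.06 to 9.71 percentage points, against 0.127 with all libraries, and among these 6 values only that without control replicate 3 was positive, so its sign rests on single libraries. Without control replicate 1 the difference in the number of peaks was -1842 instead of -32479, and without control replicate 3 it was -56215. The *klf9* difference ranged from 1.75 to 2.06 points and that of *fkbp5* from 0.186 to 0.595 points.

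In the limma comparison of heights no common region had an adjusted p below 0.05, with 281 regions higher and 482 lower at an unadjusted p below 0.05. The number was also 0 with scaling to the background (228 higher and 2 lower unadjusted), with centring on the taller regions (99 and 706) and without each library in turn. With the replicate block it was 716. For *klf9* the log2 difference was 0.66 and the adjusted p ranged from 0.0126 with the replicate block, the single setting below 0.05, to 0.985 without control replicate 1. For *fkbp5*, *chac1*, *sgk1* and *glcci1* none of the settings gave an adjusted p below 0.05. The block is 1 of 9 alternative settings tried.

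The motif results and their alternatives were not run. The alternative of ranking by -log10 q equals the main ranking. The test of 3 libraries against 3 limits each single comparison to a p of at least 0.1.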

Differences from the paper's values

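The paper gives about 20000 scored peaks, and the authors' deposited table holds 9546 regions scored higher in cortisol-treated fish. The alternative set before the data were examined, a score of at least 10, removes no region because the lowest score is 10.4, so the number stays at 9546. Adding the 67 regions listed as higher in control fish gives 9613.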

Other observations

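Most tests in this part were chosen after the results had been seen. The exceptions are the score percentiles of the gene lists against unmatched random lists and the count of scored peaks separated by treatment, which were set before the data were examined. The random lists matched on height for the glucocorticoid-responsive genes and the other splits of the paired comparison were written down later, before their values were known. The values here use the recovered heights, and all of them come from the libraries in which the patterns were found.

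Nearly all regions of the authors' comparison are listed as higher in treated fish. The controls had the deeper pool, with a background 1.51 times that of the treated pool. If the groups had been compared unscaled, the score of a peak should not exceed the log10 likelihood ratio of the unscaled heights at its summit, but 97.1% of the scores do. This argues against a comparison left unscaled for depth. The median height of the common regions over the background was 13.9, 18.3 and 30.5 in cortisol-treated replicates 1, 2 and 3, and 7.03, 6.84 and 22.5 in the controls, a mean difference of 0.95 on the log2 scale (exact permutation test, p = 0.3). Of the common regions, 96.4% were taller over the background in treated libraries, whether scored or not. The direction of the list is therefore consistent with a difference in signal over background between the libraries. Whether that difference comes from library preparation or from the fish was not tested.

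After centring on the median, the difference between treatments still grew with height. With the common regions in 5 equal groups from the lowest to the tallest, its median was -0.41, -0.09, 0.05, 0.15 and 0.24 on the log2 scale. The lowest group had a median height of 33.9, near the lowest listed heights. These were 22, 23 and 14 in control replicates 1, 2 and 3, and 16, 18 and 10 in the treated ones. A common region had to reach each of them, so the unequal limits can lower weak regions in treated libraries, which was not tested. At *klf9* the heights were 736, 874 and 529 in treated replicates 1, 2 and 3 and 354, 305 and 425 in controls. The log2 difference of 0.66 (standard error 0.19) was larger than at 100% of the 500 regions nearest in mean height, whose median was 0.27. Scaling a library moves all its regions alike, so this order does not depend on it. The trend with height alone does not place *klf9* above all of these regions. The study picked the peak for its score in these libraries, which favours such an order. Selection and an effect of treatment are therefore not told apart here. The adjusted p from limma was 0.671 without pairing and 0.0126 with the replicate block. At *fkbp5* the heights were 863, 1089 and 705 in treated and 668, 406 and 712 in control libraries. Its log2 difference of 0.29 (standard error 0.25) was larger than at 58.2% of the regions of like height. The difference at *fkbp5* is therefore consistent with the general shift of tall regions, and an additional effect of cortisol treatment there is neither shown nor excluded.

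The number of scored peaks separated by treatment was 911, and 3 of the 10 splits of the libraries gave as many. The split that exchanged cortisol-treated replicate 1 with control replicate 3 separated 2564. For limma without the block, the real split gave 0 regions, which each of the 10 splits must reach, so that comparison says nothing about chance. At an unadjusted p below 0.05 the real split gave 281 higher and 482 lower. The exchange of cortisol-treated replicate 2 with control replicate 3 gave 938 higher and 742 lower. That of cortisol-treated replicate 1 with control replicate 3 gave 1405 higher and 2255 lower. With adjusted p this last split gave 240 and 1644. It groups cortisol-treated replicates 2 and 3 with control replicate 3, the 3 libraries with the highest signal over background. With the replicate block the real split gave 84 regions higher and 632 lower, and 1 of the 4 splits that part every pair gave as many, the real one. The other splits of the paired comparison gave 0 each. They differ from the real split in that they exchange the labels of 1 pair. With 4 splits the share cannot fall below 0.25, so chance is not excluded.

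The 632 regions called lower with the block had a median log2 difference of -1.01 after centring. Scaling to the background adds the same amount to every region and brings it to -0.06, so its size rests on the choice of scaling while its sign stays negative. As the shift is common to all regions, it does not place these regions against the others. The cause was not tested, and the unequal lowest listed heights named above are not ruled out for these regions. *klf9* was among the 84 called higher, at rank 39 by log2 difference.

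The glucocorticoid-responsive list had high scores, but tall peaks get high scores. Matched on height, its median was above 76.4% of random lists, and above 53.0% without the genes that the study picked. Its members with a scored promoter peak were *cry2*, *dusp1*, *fkbp5*, *foxo1a*, *foxo3b*, *glcci1*, *irs2a*, *klf9*, *mt2*, *nfkbiab*, *nr3c1*, *per1b*, *sgk1* and *tsc22d3*. The scores of this list are consistent with the heights of its peaks.

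Of 13 erythroid marker genes, 9 had a scored promoter peak, with a median score percentile of 75.1, above 95.17% of random lists and above 90.1% of those matched on height. None of 13 myeloid and none of 13 lymphoid markers had one, and 2 of 7 thrombocyte markers did. The median log2 difference in centred height of the 9 genes was 0.40, against 0.19 for all genes with a scored promoter peak, and lay above 99.95% of random lists matched on height. It ranged from 0.06 at *alas2* to 0.69 at *hbaa1*. Centring on the taller regions lowers every region by the same amount, a shift of -0.13, and makes *alas2* negative at -0.07, with the other 8 genes still higher. Scaling to the background raises every region by 0.95. The median of the list was higher in the treated library of all 3 pairs, by 0.45, 0.42 and 0.11, but the groups overlapped (exact permutation test, p = 0.3). The median of all genes with a scored promoter peak also rose in all 3 pairs. It was 0.46, 0.59 and 0.68 in treated replicates 1, 2 and 3 and 0.30, 0.37 and 0.62 in controls. The 9 genes are those already listed as higher in treated fish, and the other 4 markers could not be placed, since the annotation at hand is of another genome build. The random lists come from the same scored peaks. More cells of the erythroid lineage in the treated samples and more open chromatin at these genes within the same cells cannot be told apart. The share of each cell type was not analysed here. The genes were also chosen by the difference itself. None of the 9 genes was picked by the study or is in another list. As blood holds erythroid cells in every library, their promoters are open in both groups.

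The names of the peaks in a list carry one digit throughout. It is 1 in cortisol-treated replicates 2 and 3 and 0 in control replicates 2 and 3, but 0 in cortisol-treated replicate 1 and 1 in control replicate 1. An exchange of both replicate 1 lists after pooling is excluded by the backgrounds. Those of the treated libraries as labelled add up to 14.22, against 14.24 in the pooled treated list, and would add up to 17.64 after the exchange. An exchange before pooling would leave these sums as they are. With those labels exchanged, 371 scored peaks were separated in one direction instead of 911. It cannot be told apart from correct labels, because the number depends on a true difference by treatment.

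The longest region with a peak in every library lies on chromosome 17 from 45193000 to 45248117 (55.1 kb). Peaks covered from 91.6% to 99.8% of it, with the highest height from 407 to 578 times the background. The genome size in the peak calling, 146444456, compares with 1340 Mb for the last peak ends of the 25 chromosomes summed, a ratio of 9.15. A smaller size raises the background against which peaks are called. No explanation was tested for either.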
